A study of Homo sapiens with 12 samples.

How the data were processed

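Gene expression was measured by RNA sequencing in HEK293T cells, an established human embryonic kidney line. Per the labels' protocols, the cells received 1 µg of either an empty control vector or a plasmid for TRPML3, the lysosomal cation channel encoded by MCOLN3, and were then kept in 10% serum (fed) or left without serum for 4 h (starved). Polyadenylated RNA was sequenced. The 12 libraries form 4 groups of 3 biological replicates each, and groups and replicate numbers were taken from the sample titles.

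Raw counts per gene and library were deposited for 41878 gene rows, each with an Ensembl gene identifier and a symbol. The aligner, the counting program, the genome build, the annotation release and the use of strand are not stated, so it is not known whether the whole numbers are direct read counts or rounded estimates, and how reads shared between overlapping or near-identical genes were treated. A second deposited table holds a normalized signal for 23252 of these rows. In it, the authors' value equals the raw count divided by a size factor that is constant within a library. That factor was within 0.0797% of the median-of-ratios factor computed here from the raw counts. The rows kept in it have a total of at least 12 counts over the libraries, but 232 rows with as many counts were left out by a rule that is not stated. No coordinates are given, because the build is not stated.

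Library totals ran from 33101540 to 43700547 counts. Counting error is therefore small for well-expressed genes, and 3 counts, taken as the detection floor, correspond to at most 0.0906 CPM (counts scaled to the same library total). Wilson 95% intervals are given for shares of one library. They cover counting error only, since duplicates of the same molecule cannot be recognised in counts.

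Differential expression was tested on the raw counts with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter on group, a robust quasi-likelihood fit to all 12 libraries with 1 coefficient per group, and Benjamini-Hochberg adjustment at 0.05. The fit tested 18030 genes with 8 residual degrees of freedom. Standard errors of log2 fold changes were obtained from the log2 fold change and its quasi-likelihood F. The contrasts were TRPML3 against vector in fed and in starved cells, starved against fed in vector and in TRPML3 cells, the difference between these responses (interaction), and the average starvation and average TRPML3 effects.

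The 7 gene lists (lysosome, autophagy, serum response, cholesterol synthesis, ATF4 target, ER chaperone and neuronal development genes) were written from general knowledge and tested in the 5 contrasts with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 35 tests, and with fry. The design, the lists and the rule for naming genes were set before the data were examined. The rule named MCOLN3 first, and then, in each contrast, up to 4 genes with the largest and up to 4 with the smallest log2 fold change among genes at an adjusted p under 0.05 that had a mean of at least 1 CPM in a group compared and, except for the interaction, no overlap of replicates between the groups. It also named, for each list test that passed, up to 3 list genes at an adjusted p under 0.05 over all genes. A gene named outside this rule is identified as chosen after its values were seen.

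The replicate numbers were checked for pairing by correlating the deviations from the group means over 18030 genes between same-numbered libraries. In fed cells, vector and TRPML3 libraries gave r of 0.11, 0.15 and 0.33 for replicates 1, 2 and 3, which met the limit set for pairing. Libraries with different numbers were not correlated in this way. Deviations from a group mean are linked, so a shift of replicate 3 shared by both plasmids also raises r for replicates 1 and 2. These values therefore cannot tell pairing by number from such a shared shift. In starved cells r was 0.13, 0.095 and 0.32. Between fed and starved libraries of one plasmid, the 6 values of r lay between -0.076 and 0.0075. No 2 libraries agreed within counting noise, since chi-square per degree of freedom was at least 153 in all 66 pairs of libraries.

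The alternatives were DESeq2 size factors, library size only, MCOLN3 left out of the library sizes, the DESeq2 1.42.0 Wald test, no filter, a filter of 10 counts in every library, the replicate number as a block, limma-trend on the log2 of the authors' normalized value + 1, other thresholds, the 6 libraries of a comparison alone, and each replicate left out in turn. Added alternatives chosen after seeing the data were each replicate number left out in all 4 groups at once, a fit without robust dispersion estimation, the selection of starvation genes at an unadjusted p, and all alternatives for the 2 average effects. Gene lengths and transcript numbers came from GENCODE release 29 (GRCh38), in which 93.9% of the identifiers were found. They served only to describe genes.

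The pipeline was tested on simulated data with 200 genes changed by known folds. At a biological coefficient of variation of 0.1, 50 of 50 tested genes with a true log2 change of 2 in size were called in a comparison of 3 against 3 libraries, and 15 of 48 were called when the counts were drawn with the dispersions fitted to these libraries. False calls were 11 of 203 and 3 of 91 in these simulations. In 10 simulated sets without any change, no gene was called in either of the 2 contrasts examined.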

Results

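The data comprised RNA-seq counts from 12 libraries of HEK293T cells, a human embryonic kidney line that is readily transfected. Cells carried a control vector or a plasmid for TRPML3, a cation channel of endosomes and lysosomes, and were either fed with serum or starved of it for 4 h to induce autophagy. Each of the 4 groups had 3 replicates. Total counts were 34059864, 41024433 and 34723216 in vector fed, 40681820, 36585228 and 43700547 in vector starved, 39901013, 37453412 and 33101540 in TRPML3 fed and 35862291, 35193148 and 37288879 in TRPML3 starved replicates 1, 2 and 3. Of 41878 gene rows, 18030 passed the expression filter and were tested.

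MCOLN3, the gene of the transfected channel (ENSG00000055732), was examined first as a check of the labels. In vector libraries it had 16.7 ± 3.11 CPM (counts scaled to the same library total, SD, n = 3) when fed and 11.3 ± 2.93 when starved. In TRPML3 libraries it had 16190 ± 18065 CPM when fed and 36796 ± 19933 when starved. All 6 TRPML3 libraries lay above all 6 vector libraries. The level varied 10.9-fold among the TRPML3 libraries. In the fed libraries it was 6485, 5052 and 37033 CPM for replicates 1, 2 and 3, and in the starved libraries 39494, 55243 and 15652. At its highest, in starved replicate 2, MCOLN3 took 5.52% of the library's counts (Wilson 95% interval 5.52 to 5.53). No difference between the fed and starved TRPML3 libraries was detectable on the log2 scale (exact two-sided permutation p = 0.2, where 0.1 is the smallest p that 3 against 3 libraries allow).

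**Figure D1:**
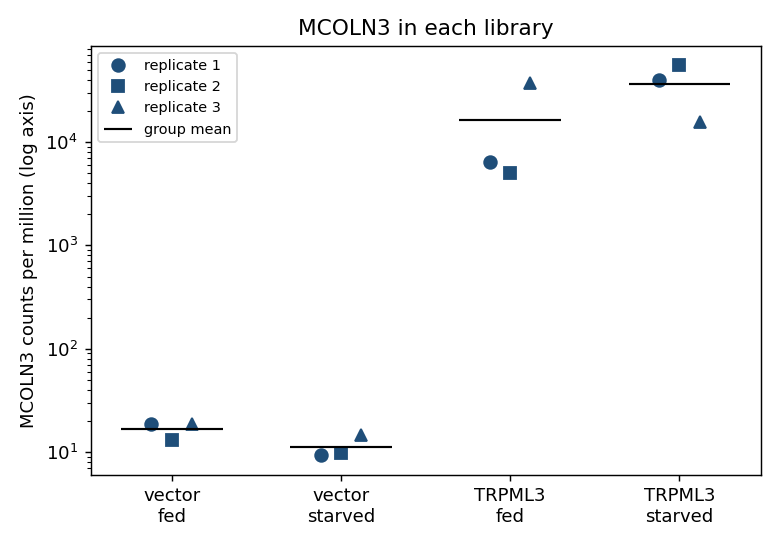
MCOLN3 CPM (log axis) in each library, by group, with a marker per replicate number and a line at the group mean. Vector libraries lie between 9.34 and 18.5, TRPML3 libraries between 5052 and 55243, and among the latter fed replicates 1 and 2 are lowest.

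To ask which genes respond to TRPML3 itself, TRPML3 libraries were compared with vector libraries within each serum state. In fed cells, 2 of 18030 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, both higher. One was MCOLN3 (log2 fold change 10.05 ± 1.03 SE, adjusted p = 0.0117). The other was RSL1D1 (ENSG00000171490), which encodes a nucleolar protein, with a log2 fold change of 2.74 ± 0.25 and an adjusted p of 0.00695. RSL1D1 had 71.2 ± 5.43 CPM (SD, n = 3) in vector fed and 453 ± 23.4 in TRPML3 fed libraries, and was higher in 3 of 3. With the replicate number as a block, 0 genes passed in fed cells, and the adjusted p was 0.11 for MCOLN3 and 0.101 for RSL1D1. Leaving out vector fed replicate 2 or 3 also took both past 0.05, with an adjusted p of 0.192 and 0.19 for MCOLN3 and of 0.104 and 0.0715 for RSL1D1, and without vector fed replicate 1 that of MCOLN3 was 0.0938. The alternative that moved the count most was the DESeq2 Wald test, with 28 genes. The quasi-likelihood test gave 398 genes at an unadjusted p under 0.05, which is 2.21% of those tested. In the 10 simulated sets without any change, the mean share for this comparison was 4.52%. The shares for TRPML3 in starved cells (2.20%), for the interaction (2.07%) and for average TRPML3 (2.62%) were lower than that too. These unadjusted counts therefore show no excess over chance.

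In starved cells, MCOLN3 alone passed (log2 fold change 11.77 ± 1.10 SE, adjusted p = 0.00914), and 396 genes had an unadjusted p under 0.05. With the replicate block MCOLN3 had an adjusted p of 0.0775 and 0 genes passed, and without vector starved replicate 1, 2 or 3 its adjusted p was 0.136, 0.17 or 0.149. The DESeq2 Wald test gave 43 genes. RSL1D1 did not pass in starved cells (log2 fold change 0.58 ± 0.23, adjusted p = 1). Its interaction between TRPML3 and serum had an unadjusted p of 5.42e-05 and an adjusted p of 0.978 in the quasi-likelihood test, which did not pass, while in the DESeq2 Wald test it passed (log2 fold change -2.18, adjusted p = 0.000223). Whether the TRPML3 effect on RSL1D1 differs between serum states therefore depends on the test.

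Starved libraries were compared with fed libraries to measure the response to serum withdrawal. In vector cells, 1 gene passed, again RSL1D1, which was higher in starved cells (log2 fold change 2.32 ± 0.24 SE, adjusted p = 0.0296, 346 ± 77.1 against 71.2 ± 5.43 CPM), and 800 genes had an unadjusted p under 0.05. The call was lost in 13 of the 15 fits that left out a library or a replicate number. Its adjusted p was 0.0571 without vector starved replicate 1, 0.374 without vector fed replicate 2 and up to 0.923 over the 15 fits. Both calls of RSL1D1 rest on the same 3 vector fed libraries. In 10 simulated sets of unchanged groups no gene was called in either comparison, so these sets do not show how often shared libraries give a call in both. The fold changes of the comparisons correlated across genes at r = 0.37, against 0.50 in the unchanged sets, a value that arises from the shared libraries alone. In TRPML3 cells 0 genes passed, with 1030 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.349. The DESeq2 Wald test gave 43 genes in vector and 76 in TRPML3 cells.

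The interaction, which asks whether TRPML3 alters the response to starvation, gave 0 genes at an adjusted p under 0.05 (smallest 0.978) and 374 at an unadjusted p under 0.05, or 2.07% of those tested. Averaged over both plasmids, starvation gave 0 genes (smallest adjusted p 0.11) and 1704 at an unadjusted p under 0.05, or 9.45%, of which 841 were higher and 863 lower. Averaged over both serum states, TRPML3 gave MCOLN3 (log2 fold change 10.91, adjusted p = 0.000453) and RSL1D1 (1.66, adjusted p = 0.0107), with 472 genes at an unadjusted p under 0.05. For average TRPML3, 1 gene passed with the replicate number as a block. Leaving out replicate 1 or replicate 2 in all groups gave 0. Without replicate 3 in all groups, an alternative chosen after seeing the data, 810 genes passed for average starvation, 459 higher and 351 lower. Without replicate 1 in all groups the count was 1, and without replicate 2 it was 0.

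For average starvation the DESeq2 Wald test called 205 genes, but the quasi-likelihood fit called none. The test of whether the starvation response was larger with TRPML3 required genes called in the quasi-likelihood fit, so it had none. Among the 1704 genes at an unadjusted p under 0.05, a selection made after seeing the data, the median interaction signed by the direction of the response was 0.06 (log2). Of these genes, 56.5% had the larger response with TRPML3, and the rotation-based set test fry had an unadjusted p of 0.649. Without vector fed replicate 3 the signed median was -0.18. Across the 18030 genes, which are not independent replicates, the starvation effects in vector and in TRPML3 cells had a Pearson r of 0.24 and a Spearman rho of 0.34. Same-numbered vector and TRPML3 libraries share deviations from their group means (r from 0.095 to 0.33), which can make these effects correlate without a shared response, so the value does not show one. TRPML3 effects in fed and in starved cells, which have no such shared deviations (r from -0.076 to 0.0075), scarcely correlated (r = 0.036, rho = 0.066), nor did the average TRPML3 effect and the average starvation effect (r = -0.022, rho = -0.029). The last of these went from -0.20 without TRPML3 fed replicate 3 to 0.24 without TRPML3 starved replicate 3. With 1 library left out the groups are unequal, which by itself makes the average effects correlate. The sign of that correlation depends on the library, so this swing does not show a change in the effects.

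Because TRPML3 is a lysosomal channel and starvation induces autophagy, lysosome and autophagy genes were tested as lists. None of their 10 tests passed (camera, adjusted p from 0.45 to 0.993). For the 38 lysosome genes the median log2 fold change was 0.04 for TRPML3 in fed cells, -0.02 for TRPML3 in starved cells, 0.07 for starvation in vector cells, 0.03 for starvation in TRPML3 cells and -0.08 for the interaction. For the 41 autophagy genes tested the medians were 0.07, 0.10, 0.03, 0.05 and 0.02 in the same order. With library size as the only scaling, which shifted the fold changes of all genes by -0.037 to -0.104 (log2, median) in these contrasts, the signs of 6 of these 10 medians flipped, as a shift of that size does to medians this small. In both lists 0 genes passed an adjusted p of 0.05 over all genes tested or adjusted over the list alone, in any of the 5 contrasts.

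Of the 35 list tests, 3 passed with camera. ATF4 target genes were higher with TRPML3 in starved cells (median log2 fold change 0.27, 24 of 29 genes higher, adjusted p = 0.00204). Serum response genes were higher with TRPML3 in fed cells (median 0.17, 29 of 39 genes higher, adjusted p = 0.0063) and lower with starvation in TRPML3 cells (median -0.38, 12 of 39 genes higher, adjusted p = 0.00751). None of the 35 passed under fry (smallest adjusted p 0.994). Without vector fed replicate 3, the serum response median for TRPML3 in fed cells was 0.015 with an adjusted p of 0.997, and without vector starved replicate 3 the ATF4 median was 0.17 with an adjusted p of 0.316. The serum response list lost its starvation call in TRPML3 cells without TRPML3 fed replicate 2 (median -0.24, adjusted p = 0.125). Of the 15 fits that left out a library or a replicate number, the ATF4 test passed in 13. The serum response test passed in 10 for TRPML3 in fed cells and in 9 for starvation in TRPML3 cells. No gene of these lists passed over all genes tested, and 0 passed adjusted over the list alone in the 3 tests. The difference between serum states was tested by the interaction and did not pass for either list (adjusted p = 0.407 for both). In their other contrasts these lists did not pass either (adjusted p from 0.407 to 0.682). Cholesterol synthesis, ER chaperone and neuronal development genes passed in no contrast (medians from -0.21 to 0.20, adjusted p from 0.0975 to 0.993). In the cholesterol list, 1 gene passed adjusted over the list alone for starvation in vector cells, and 0 over all genes.

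The spread between replicates set the limits of these comparisons. The common biological coefficient of variation was 0.527, and the median standard error of a log2 fold change between 2 groups was 0.45 in fed cells. Rank correlations between libraries across genes were no higher within groups (median 0.938 over 12 pairs) than between groups (median 0.940 over 54 pairs). Vector fed replicate 3 had a mean rank correlation of 0.936 with vector fed replicates 1 and 2 but 0.951 with vector starved replicates 1 and 2. TRPML3 fed replicate 3 likewise had 0.935 with TRPML3 fed replicates 1 and 2 and 0.945 with TRPML3 starved replicates 1 and 2.

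**Figure D2:**
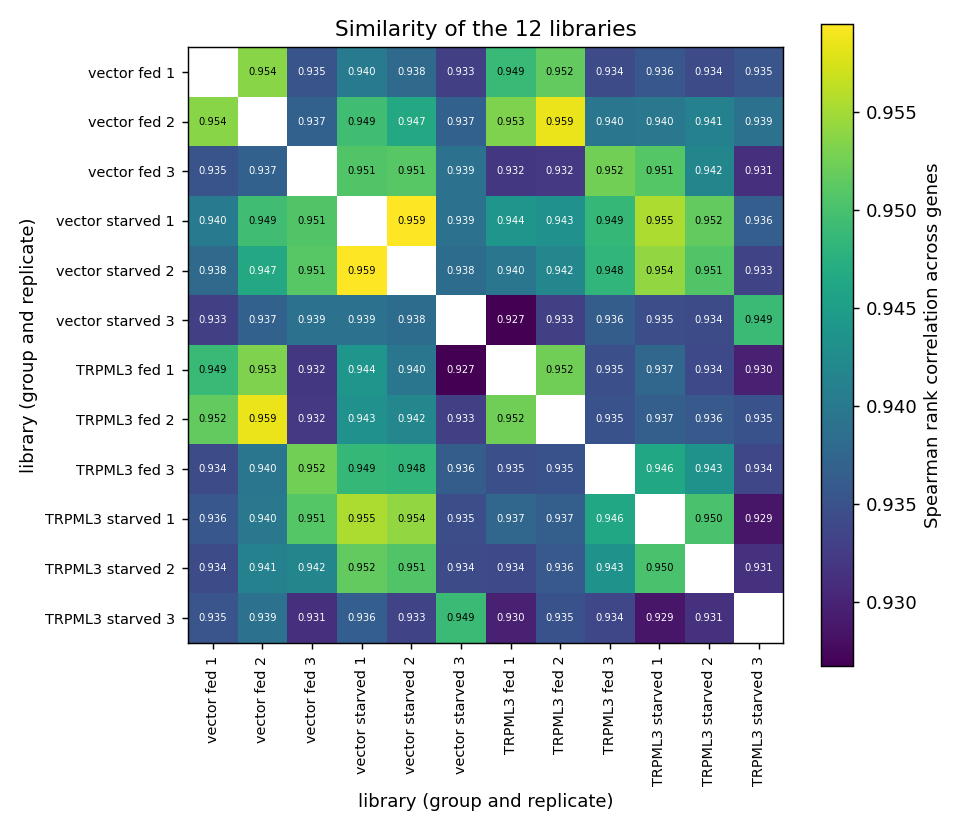
Spearman rank correlation across 18030 genes for each pair of the 12 libraries, ordered by group and replicate. Fed replicate 3 of both plasmids correlates more with starved replicates 1 and 2 than with fed replicates 1 and 2, and starved replicate 3 of both plasmids correlate with each other at 0.949.

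The share of counts from genes of the mitochondrial genome followed the replicate number in all groups. It was 3.42 ± 0.693% (SD, n = 4 libraries) for replicate 1, 1.47 ± 0.705% for replicate 2 and 5.29 ± 0.476% for replicate 3, and the ranges of the 3 numbers did not overlap (6 of 1296 renumberings within the groups gave such an order, exact p = 0.00463). The labels give no batch or date. Fitting the replicate number as a block left 0 genes called in each of the 4 comparisons and in the interaction. The block assumes a replicate effect common to fed and starved libraries, whose deviations were not shared (r from -0.076 to 0.0075). The log2 fold change of RSL1D1 with TRPML3 in fed cells was 2.74 with and without the block. The lost calls therefore do not show that differences between replicate numbers explain them.

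**Figure D3:**
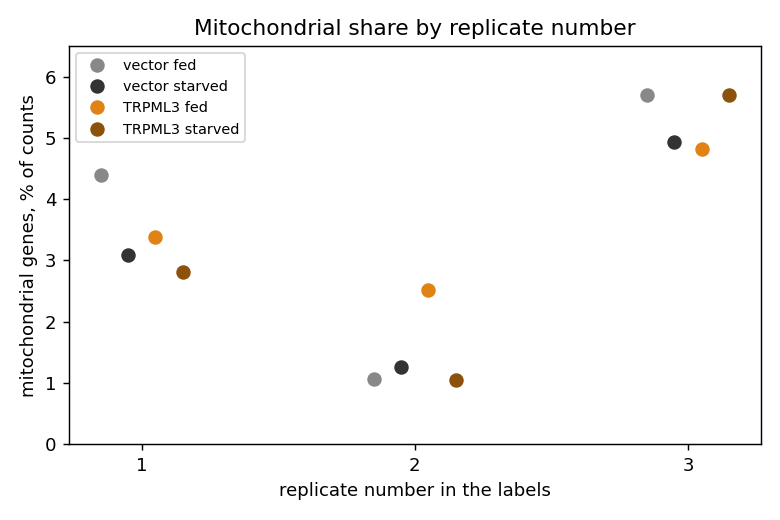
Percentage of counts from mitochondrial genes against the replicate number in the labels, 1 point per library, coloured by group. Values run from 2.81 to 4.40 for replicate 1, from 1.05 to 2.52 for replicate 2 and from 4.83 to 5.70 for replicate 3.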

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

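The alternatives were chosen before the data were seen, except 4: each replicate number left out in all groups, the fit without robust dispersion estimation, the selection of starvation genes at an unadjusted p, and all alternatives for the 2 average effects. The number of genes called moved with the test. The DESeq2 Wald test gave 28 genes for TRPML3 in fed cells, 43 for TRPML3 in starved cells, 43 for starvation in vector cells, 76 for starvation in TRPML3 cells, 23 for the interaction, 205 for average starvation and 29 for average TRPML3. All genes called by the quasi-likelihood test for TRPML3 and for starvation in vector cells were among them. Of the DESeq2 calls in fed cells, 26 of 28 were at an unadjusted p under 0.05 in edgeR. Some DESeq2 calls had extreme log2 fold changes that changed sign between serum states. CCN2 and HSPE1-MOB4, chosen after their values were seen, had 25.7 and 25.7 with TRPML3 in fed cells. In starved cells they had -23.7 and -27.8. Other calls, such as NCKAP1 (1.37 in fed cells, also chosen afterwards), were not of this kind. The larger DESeq2 counts therefore do not show that edgeR missed responding genes. With the replicate number as a block, 0 genes were called for TRPML3 in fed cells, 0 for TRPML3 in starved cells and 0 for starvation in vector cells, while average TRPML3 gave 1 gene. At an unadjusted p under 0.05 the block gave 471, 446 and 913 genes in the first 3. Under this block the log2 fold change of MCOLN3 was 9.73 in fed cells (adjusted p = 0.11) and 11.97 in starved cells (adjusted p = 0.0775). The cause was not tested. The limit of r over 0.1 in every pair was met in the fed comparison of plasmids, though a shared shift of replicate 3 alone could give this. The starved pairs came just short of it (lowest r 0.095), and between serum states the numbers did not pair the libraries. With the block 3 list tests passed, as without it.

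Fitting only the 6 libraries compared gave 1 gene for TRPML3 in fed cells, 3 for TRPML3 in starved cells and 0 for starvation in vector cells, with fewer degrees of freedom. An adjusted p under 0.01 gave 1 gene for TRPML3 in fed cells, 0 for starvation in vector cells and 1 for average TRPML3. DESeq2 size factors, library size only, MCOLN3 left out of the library sizes, no filter, the filter of 10 counts in every library, limma-trend on the normalized values, a log2 fold change of at least 1 in size and the fit without robust dispersion estimation left the 7 counts within 1.5 times.

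Fry took the number of list tests passed from 3 to 0. Library size as the only scaling shifted the fold changes of all genes, by -0.10 (log2, median) for TRPML3 in starved cells. With it, medians changed sign for lysosome genes with TRPML3 in fed cells (-0.029) and with starvation in TRPML3 cells (-0.054), and for autophagy genes with TRPML3 in starved cells (-0.0052), with starvation in vector cells (-0.021), with starvation in TRPML3 cells (-0.012) and in the interaction (-0.016). Spearman's rho in place of Pearson's r gave 0.066 for the TRPML3 effects between serum states and 0.34 for the starvation effects between plasmids, and the filter of 10 counts in every library gave 0.086 and 0.33.

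Each library was left out in turn, and each replicate number in all groups, which makes 15 fits. The counts ranged from 0 (without vector fed replicate 2) to 4 (without TRPML3 fed replicate 3) for TRPML3 in fed cells, from 0 (without vector starved replicate 1) to 5 (without TRPML3 starved replicate 1) for TRPML3 in starved cells and from 0 to 2 (without TRPML3 starved replicate 3) for starvation in vector cells. Starvation in TRPML3 cells and the interaction each ranged from 0 to 3, both without TRPML3 starved replicate 1, and average TRPML3 from 0 (without replicate 1) to 6 (without TRPML3 starved replicate 1). Average starvation ranged from 0 to 810 (without replicate 3), and to 3 when a single library (TRPML3 starved replicate 1) was left out. The log2 fold change of MCOLN3 ranged from 8.44 to 10.50 in fed and from 11.25 to 12.36 in starved cells, and in each it was past the threshold in 10 of the 15 fits. It lost it without any 1 vector library of the comparison, without replicate 1 and without replicate 2, with an adjusted p of up to 0.63 in fed and 0.435 in starved cells. The list tests passed ranged from 1 (without TRPML3 fed replicate 1) to 5 (without TRPML3 fed replicate 3).

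Over the same fits, lysosome medians ranged from -0.037 to 0.11 for TRPML3 in fed cells, from -0.043 to 0.036 for TRPML3 in starved cells, from 0.025 to 0.14 for starvation in vector cells, from -0.085 to 0.11 for starvation in TRPML3 cells and from -0.15 to 0.015 for the interaction. Autophagy medians ranged from 0.033 to 0.12, from 0.051 to 0.19, from -0.042 to 0.039, from -0.0077 to 0.11 and from -0.071 to 0.10 in the same order. Of these tests 1 passed, that of lysosome genes with TRPML3 in fed cells without replicate 1 (adjusted p = 0.0471). Correlations ranged from -0.20 to 0.24 for the average effects, from -0.028 to 0.0598 for TRPML3 effects between serum states and from 0.12 to 0.31 for starvation effects between plasmids. The range for the average effects includes the correlation that unequal groups give by themselves. The signed median of the starvation response size ranged from -0.18 (without vector fed replicate 3) to 0.28 (without TRPML3 fed replicate 3). Among the named genes, MCOLN3 included, and the 3 list tests passed, 7 values under other settings and 40 under left-out replicates lost the threshold with the same direction.

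The planned size of the starvation response over genes at an adjusted p under 0.05 could not be run under the chosen processing, since 0 genes were selected. Depth limits these results little, but spread does: with the fitted dispersions the simulated comparison of 3 against 3 libraries called 6.12% of genes changed 2-fold and 79.6% of genes changed 16-fold. The simulated counts had no drops in single libraries and no difference of replicate 3 from the others. These shares therefore do not measure the power in the real libraries.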

Other observations

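Chosen only after the result was seen were the tests of the drops by number of transcripts, by length, by joined gene rows, by surplus reads and against counting noise, those of exchanged labels by rank correlation and by position, those of library size, of the mitochondrial share and of the MCOLN3 level, and both sizes of the gap in the tests of RSL1D1 and ARID3A.

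Other splits of the libraries were compared with the real one. Of the 10 splits of the 6 libraries compared, 3 gave as many genes as the real split for TRPML3 in fed cells, 2 for TRPML3 in starved cells, 10 for starvation in vector cells and 10 for starvation in TRPML3 cells, and 10 splits cannot give a share under 0.1. These fits held the 6 libraries alone, in which the real split gave 0 genes for both starvation comparisons, so the counts of 10 were fixed in advance and say nothing about the 1 gene called for starvation in vector cells from all libraries. Of 60 regroupings within serum states, all 60 gave as many genes with an interaction as the real one, which had 0, so this count was fixed too, and 4 gave as many for average TRPML3. Of 60 regroupings within plasmids, all 60 gave as many genes at an adjusted p under 0.05 for average starvation, again against 0, and 3 gave as many at an unadjusted p under 0.05, where the median of the others was 593 against 1704. The regrouping with the most calls for average starvation, 631 genes, was the one that exchanged fed replicate 3 and starved replicate 3 of both plasmids and left the other 8 libraries in their groups.

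The replicate 3 libraries differed from the others along the starvation response. With the 8 libraries of replicates 1 and 2 alone, 810 genes passed for average starvation, and 1 of 18 splits of those libraries within plasmids, the real one, gave as many. The other splits gave 0 genes, although 18 splits cannot give a share under 0.05. Replicate 3, not used to find these genes, changed the other way: 31.2% of them moved in the same direction between starved and fed replicate 3 in vector cells and 26.8% in TRPML3 cells. The mean over plasmids of the median signed change was -0.34 (log2), against a median size of 1.11 in replicates 1 and 2, which argues against a starvation response of the same size under the labels as given. SLC38A2, which had the smallest p and was picked for that, had 1435 and 1446 CPM in vector fed replicates 1 and 2, 412 in vector fed replicate 3 and 602 to 659 in the vector starved libraries. EGR1, an immediate early gene chosen after its values were seen, was at 39.6 and 45.5 CPM in fed replicate 3 of the vector and TRPML3 libraries and at 184 or more in the other 10.

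Exchanged labels of fed and starved replicate 3 are a candidate explanation, and 3 tests of it were made. The test by direction, set before its result was known, predicted that most of the 810 genes would move the opposite way in replicate 3. At most 31.2% moved the same way. Fed replicate 3 was already known to resemble starved replicates 1 and 2, but that alone does not give the reversal: 53.6% of the genes in vector and 66.9% in TRPML3 cells would still move the same way from fed replicate 3 to the level of starved replicates 1 and 2. The reversal also needs starved replicate 3 to lie on the fed side of fed replicate 3, which is less than an exchange predicts. In starved replicate 3, 66.5% of the genes in vector and 47.9% in TRPML3 cells lay nearer the starved level. Whether a separate state of the replicate 3 libraries would give the reversal was not tested. Genes found without replicate 1 or without replicate 2 at an unadjusted p moved the same way in 64.3% to 66.1% of cases when those replicates were held out, and the 4200 genes found without replicate 3 at an unadjusted p did so in 34.86% in vector and 32.98% in TRPML3 cells. By rank correlation, a test chosen earlier but after the similarities were seen, starved replicate 3 was less like fed than starved replicates 1 and 2 in vector cells (difference -0.00377) and more like fed ones in TRPML3 cells (0.00232). Over the 13143 genes within 4-fold of their median in every library, its correlations with fed and starved ones were 0.9656 and 0.9706 in vector cells. In TRPML3 cells they were close to equal, at 0.9658 and 0.9656. The test by position was chosen after the direction result was seen. On a scale from 0, the level of fed replicates 1 and 2, to 1, the level of starved replicates 1 and 2, the median position over the 810 genes was 0.971 for vector fed replicate 3 and 0.833 for TRPML3 fed replicate 3. An exchange would put starved replicate 3 near 0. It lay at 0.709 in vector cells (quartiles 0.354 and 1.07) and at 0.475 in TRPML3 cells (quartiles 0.128 and 0.827). Each position rests on 1 library, so an exchange and a separate state of the replicate 3 libraries cannot be told apart. EGR1 in fed replicate 3 lay under all fed and starved libraries of replicates 1 and 2, which an exchange does not predict, but 1 gene chosen after its values were seen excludes nothing. With exchanged labels the MCOLN3 level of TRPML3 cells would also be ordered by serum, since fed replicate 3 had 37033 CPM and starved replicate 3 had 15652.

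Library size stays open for part of the similarity. Vector fed replicate 3 had 34723216 counts, within the range of vector fed replicates 1 and 2 (34059864 to 41024433), while TRPML3 fed replicate 3 had 33101540, under TRPML3 fed replicates 1 and 2. Over the 13143 genes that stayed within 4-fold of their median in every library, fed replicate 3 still correlated more with starved than with fed replicates 1 and 2, by 0.00956 at least, so gene rows with drops do not account for it. Also open is that fed replicate 3 of both plasmids was prepared under other culture conditions, which the labels cannot test. No biological explanation was tested, since the groups of the design do not separate these libraries.

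The mitochondrial share points to a shared source of variation among same-numbered libraries. The exact share of renumberings with so complete an order was 0.00463. Its cause was not tested, and a difference in growth, in extraction or in library preparation between replicate numbers stays open.

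The MCOLN3 level in TRPML3 cells was lower in fed than in starved libraries only for replicates 1 and 2. The value of 37033 CPM in TRPML3 fed replicate 3 lies within the range of the starved libraries, 15652 to 55243. This is consistent with less plasmid or fewer transfected cells in TRPML3 fed replicates 1 and 2, though an effect of serum on the plasmid's promoter or exchanged labels stay open as well. The comparison of starved with fed TRPML3 cells, and the interaction, therefore also compared libraries with different MCOLN3 levels.

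Many well-expressed genes dropped to a small part of their level in single libraries. Of 8172 genes with a median of at least 500 scaled counts, 589 (7.21%) had at least 1 library under an eighth of the median, and 415 of these had exactly 1. In all there were 892 such values, 88 of them 0 counts, spread over all libraries (46 to 112 in each). Counting noise would give essentially none, with a largest Poisson probability of 5.13e-136 for a value. Values over 8 times the median numbered 11, which argues against surplus reads in some libraries for these 8172 genes. Rows with a lower median were not examined, so reads moved into such rows would not be counted. Among the 39 genes with exactly 3 drops, the 3 libraries were one group in 0, where chance gives 0.709, so the groups of the study do not explain the drops.

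The share of genes with a drop rose with the longest annotated transcript, from 2.59% of 1002 genes under 2 kb to 14.1% of 843 genes over 8 kb, and rose within each of 4 classes of expression level. It did not rise with the number of annotated transcripts, being 11.4% of 332 genes with 1 transcript and 4.02% of 1119 genes with over 16. These shares are over annotated protein-coding genes. Of the 567 annotated genes with a drop (96.3% of all with a drop), 31.0% share exon positions on either strand with another gene row, against 37.5% of those without a drop, which argues against reads moving between overlapping rows as the general cause. For genes that do overlap it stays open: over 181 pairs that share exons on one strand the median r of their deviations was 0.0126 (-0.00889 over random pairs), while r was under -0.5 in 14.4% of these pairs and in 11.1% of random pairs. Rows named as 2 joined genes had drops in 33.3% of cases (3 of 9, against 7.18% of other rows, Fisher's exact p = 0.0225), so shared reads may play a part in these few. A step of read assignment that depends on transcript length is a candidate cause for the rest, and it was not tested directly, because the counting program is not stated.

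RSL1D1 and ARID3A were examined as genes with levels that set whole groups of libraries apart. Whether their patterns share a cause with the drops was not tested. RSL1D1 lay at 75.1 CPM or less in the 3 vector fed libraries and at 279 or more in the other 9. Of the 220 sets of 3 libraries, 109 had at least 1 gene as completely set apart with a gap of at least 3-fold, and 86 had one with at least the gap of RSL1D1 itself (3.71-fold), so a pattern of this kind arises without regard to group. ARID3A, chosen after its values were seen, had 7.87 to 21.4 CPM in all 6 vector libraries and 0.0801 to 1.30 in all 6 TRPML3 libraries (edgeR, adjusted p = 0.0582 for average TRPML3, log2 fold change -5.58; DESeq2 Wald test, adjusted p = 2.08e-17). Of the 462 splits of the 12 libraries into 6 and 6, 25 had at least 1 gene set apart by at least 4-fold, a share of just over 0.05, and 20 had one with at least the gap of ARID3A itself (4.90-fold after normalization, with 0.1 CPM added to the lower level), or 4.33%. The share passes 0.05 from one gap to the other, so chance stays open for it too. Loss of ARID3A with TRPML3 is a hypothesis that another assay could test.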
